A study of Mus musculus with 17 samples.

How the data were processed

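The data were single-cell RNA counts from the vomeronasal sensory epithelium of mice carrying a GCaMP5g-P2A-PAmCherry transgene, which pairs a fluorescent calcium sensor with a red protein that becomes fluorescent on illumination. Per the labels, cells that had been typed by calcium imaging were photo-tagged, sorted by FACS into wells and sequenced beside non-tagged cells. Per the labels' protocols, libraries were made by CEL-Seq2, in which each well has its own barcode and unique molecular identifiers mark single mRNA molecules at their 3' ends. The deposited values are whole-number counts per gene and well, with no normalization, and each deposited table holds all 48 wells of its library. The aligner, the counting program, the genome build and the annotation are not given in the sources used here. How the deposited counts were corrected for barcode errors or for reads that map to several genes is also not given, which matters for receptor genes with close paralogs.

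There were 17 libraries, each a separate sample of 1 of 5 physiological types, numbered 1, 2, 3, 6 and 19. Clusters 1 and 19 had 3 libraries each, clusters 2 and 6 had 2 each and cluster 3 had 7. Which wells held tagged cells and which held control cells was taken from the description of each sample. This gave 280 tagged and 393 control cells, and 143 of the 816 wells were listed as neither and stayed out of every comparison. In 13 of the 17 libraries no control well lay in the plate section (wells 1 to 24 or 25 to 48) of the tagged wells, so label and plate section were largely confounded within libraries. The total count per listed cell ran from 8026 to 120377 with a median of 29497, and no filter on cells was applied. The tables held 54087 gene rows, of which 24283 had a count in a listed cell. Mitochondrial genes took 7.55% of the listed counts. No doublet caller was run, because single cells were sorted into wells, and wells with counts of 2 receptors were examined separately. The 29 pairs of libraries of the same cluster were compared by chi-square over genes with at least 20 counts; the statistic per gene lay between 3.84 and 18.6, so no library was a copy of another of its cluster.

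Cells were not treated as replicates. Raw counts were summed per library and label, which gave 34 sums, and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 after TMM normalization. The low count filter of edgeR left 11038 genes. The model had a term for each library and a tagged effect for each cluster. Contrasts were the effect in each cluster, the unweighted mean of the 5 effects, and an F test of the 4 differences between them. Adjusted p-values are those of Benjamini and Hochberg with a threshold of 0.05. The SE of an edgeR fold change is its absolute log2 value divided by the square root of the quasi-likelihood F. It therefore restates the test and is no separate measure of spread. Each library holds both labels, so the pairing of tagged and control sums comes from the library itself. The correlation of the deviations of its 2 sums from their group means was between -0.03 and 0.71 over the 17 libraries.

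A cell was assigned the Vmn1r, Vmn2r or Fpr gene with the highest count where that count was at least 3 and at least 2 times the next. Of 571 such genes in the tables, 231 had a count. Concordance is the chance that 2 assigned cells drawn without replacement share a receptor. The held-out share is the share of assigned cells with the receptor most often assigned in tagged cells of the other libraries of the cluster. Differences per library were tested by two-sided permutation with 100000 random sign flips, and sharing between libraries by as many permutations of the cluster labels over libraries. The 5 single-value tests were adjusted as a family. Shares of pooled cells carry exact 95% Clopper-Pearson intervals, which cover counting error only, and a count of 0 was read against a limit of 3 counts.

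Lists of immediate early, apical, basal, mature and immature genes, fixed before the data were examined, were tested with fry in limma 3.58.1 on voom values of the same sums, adjusted over the 5 lists. Sustentacular, immune and erythrocyte lists described possible other cells. The sustentacular list was also used to mark cells with at least 1000 CPM of its detected genes Cyp2a5 and Cbr2; here CPM was computed from the deposited counts. Positions are those of GENCODE M21 on GRCm38, matched by symbol, and are not taken from the deposited tables.

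Genes named in the text followed a rule set before the data were examined. For each cluster these were up to 3 higher and 2 lower genes with the smallest adjusted p that passed 0.05 and changed the same way in every library of the cluster, and receptors assigned to at least 10% of its assigned tagged cells, up to 4. For the mean effect these were up to 5 higher and 5 lower genes changed the same way in at least 14 of 17 libraries. For the test between clusters the rule named the 3 genes with the smallest adjusted p outside the receptor families; none passed the threshold, so none is named. Sex check genes and members of reported lists were also named.

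Alternatives set before the data were examined were relative log expression size factors, DESeq2 1.42.0, no low count filter, no library term, libraries with at least 8 tagged cells, cells under 1/3 of the median total of their library left out, cells thinned to 17624 counts, controls from the other plate section only, plate section as a covariate, fits on the libraries of 1 cluster, tagged sums only, other receptor minimums, camera in place of fry, genes detected and mean log totals in place of the median total, and each library left out. Thinning left 605 cells and left out 68. The alternative with controls from the other plate section left out 17 control cells. Tagged wells of cluster 19 replicate 3 lay in both sections, so its 17 control cells were kept in that alternative. Alternatives added after the data were seen were receptor-assigned cells only, cells rich in supporting-cell genes left out, genes with 3 counts in at least 17 sums, a receptor minimum of 100, also with cluster 3 replicate 1 left out, plate section as a covariate for the lists, and library pairs weighted by cell pairs.

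The methods were tested on simulated data. With no gene changed, the edgeR fit called 0 of 10811 genes in each of the 7 contrasts. With 200 genes changed 4-fold it recovered 96% of them in cluster 1, 91.5% in cluster 2 and 99% in cluster 3, and with 200 genes changed 2-fold in all clusters it recovered 98% in the mean effect. These counts were drawn from the dispersion trend, so they do not carry the wider spread of receptor genes. For the receptor tests, each simulated cell was given a receptor drawn with equal chance from 100 names, not one of the real assignments. Real control cells were less even, with 115 receptors and Vmn1r89 at 6.17%, so the rates hold for an even spread only. In these simulations p fell under 0.05 in 4 of 100 for concordance within a library and in 3 for the held-out share. For concordance between libraries it did so in 17 of 100, so that this permutation test is too liberal; weighting pairs of libraries by their number of cell pairs brought it to 7.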

Results

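The study asked which genes distinguish neurons of the vomeronasal organ that had been sorted into types by their calcium responses. Libraries were made from 5 such types, called here clusters 1, 2, 3, 6 and 19, with photo-tagged cells of the type and non-tagged control cells in the same library. Cluster 1 had 66 tagged and 63 control cells in 3 libraries. Cluster 2 had 48 and 46 cells in 2 libraries, cluster 3 had 56 and 176 in 7, cluster 6 had 41 and 46 in 2, and cluster 19 had 69 and 62 in 3. The mice were 80 to 160 days old. Summed over listed cells, a library held between 787136 counts (cluster 3 replicate 3) and 1836866 counts (cluster 6 replicate 1). Tagged cells per library ranged from 3 in cluster 3 replicate 4 to 29 in cluster 19 replicate 3, and the least deep tagged sum was that of cluster 3 replicate 4, at 117668 counts.

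The sex stated for each library was compared with sex-linked transcripts. In the male library, cluster 1 replicate 1, Xist had 1 count and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 176 counts together. In the 16 female libraries Xist averaged 585 CPM ± 137 (SD, n = 16), with a range of 307 to 761 CPM, and the 4 Y-linked genes had 1 count in total.

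Depth per cell differed between the labels. The median total count per cell, averaged over libraries, was 32718 ± 6827 (SD, n = 17) in tagged cells and 28498 ± 5936 (SD, n = 17) in control cells. The log2 difference within a library was 0.20 ± 0.17 (SD, n = 17), higher in tagged cells in 13 of 17 libraries, with p = 0.0004 and an adjusted p of 0.0005 over the 5 single-value tests by permutation. Without cells rich in supporting-cell genes, an alternative added after the data were seen, the difference fell to 0.08 with a permutation p of 0.107.

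Each vomeronasal neuron is taken to express mainly 1 chemoreceptor gene, so the receptor assigned to a cell gives it an identity. A receptor was assigned to 233 of 280 tagged cells (83.2%) and to 308 of 393 control cells (78.4%). Control cells were spread over 115 receptor genes, of which Vmn1r89 was the most common at 6.17%. Tagged cells of all clusters were spread over 71 receptor genes, of which Vmn1r58 was the most common at 15.5%.

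Tagged cells of a library shared a receptor more often than its control cells. Concordance, the chance that 2 assigned cells share a receptor, was 0.149 ± 0.140 (SD, n = 17) in tagged and 0.0212 ± 0.0178 (SD, n = 17) in control cells. The difference of 0.127 ± 0.139 (SD, n = 17) had a permutation p of 0.00039 and an adjusted p of 0.0005, and tagged cells were higher in 14 of 17 libraries. Asking at least 100 counts of a receptor, an alternative added after the data were seen, moved it most, to 0.216 over 16 libraries with a permutation p of 0.00033. In cluster 3 replicate 1, 2 tagged cells were left and shared a receptor, and without that library it was 0.164 with a permutation p of 0.00083. In cluster 3 alone the difference was 0.0592 ± 0.0920 (SD, n = 7), with tagged cells higher in 4 of 7 libraries and an exact permutation p of 0.172.

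**Figure D1:**
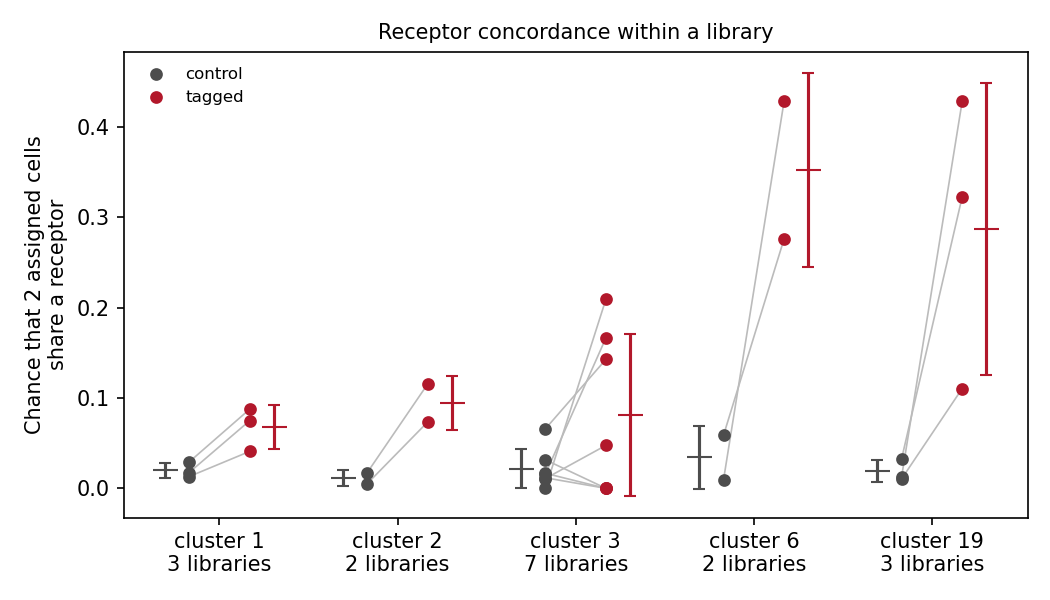
Chance that 2 receptor-assigned cells of a library share a receptor (vertical axis, a probability), by cluster, with 1 point per library and label and a line joining the labels of a library; bars are the mean and SD over libraries, and SD bars that pass below 0 reflect the spread only. Tagged cells lay above control cells in 14 of 17 libraries, and the 3 exceptions were in cluster 3.

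The receptors also recurred in independent libraries of the same cluster. A tagged cell from each of 2 libraries shared a receptor with a mean chance of 0.112 for libraries of the same cluster and 0.0140 for libraries of different clusters. The difference was 0.0975, with a permutation p of 1e-05, the smallest that the permutations can give, and an adjusted p of 5e-05. On simulated receptors with no sharing, drawn evenly from 100 names, this test fell under 0.05 in 17 of 100 runs. The largest simulated difference was 0.0121, a value that holds for an even spread of receptors and not for the uneven one of the data. With library pairs weighted by their cell pairs the difference was 0.151.

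A receptor chosen on the other libraries of a cluster was found in 34.9% ± 19.1 (SD, n = 17) of assigned tagged cells and 3.36% ± 5.62 (SD, n = 17) of assigned control cells. The difference of 31.5 percentage points had a permutation p of 6e-05 and an adjusted p of 0.00015; tagged cells were higher in 16 of 17 libraries, and in cluster 3 replicate 4, with 2 assigned tagged cells, neither label had the receptor. Within single clusters the number of libraries limits the exact test. In cluster 3 the difference was 24.6 percentage points ± 17.9 (SD, n = 7) with an exact two-sided permutation p of 0.03125. The smallest p that such a test can give is 0.25 for the 3 libraries of cluster 1 or cluster 19 and 0.5 for the 2 libraries of cluster 2 or cluster 6, so this exact test cannot pass 0.05 in those clusters.

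**Figure D2:**
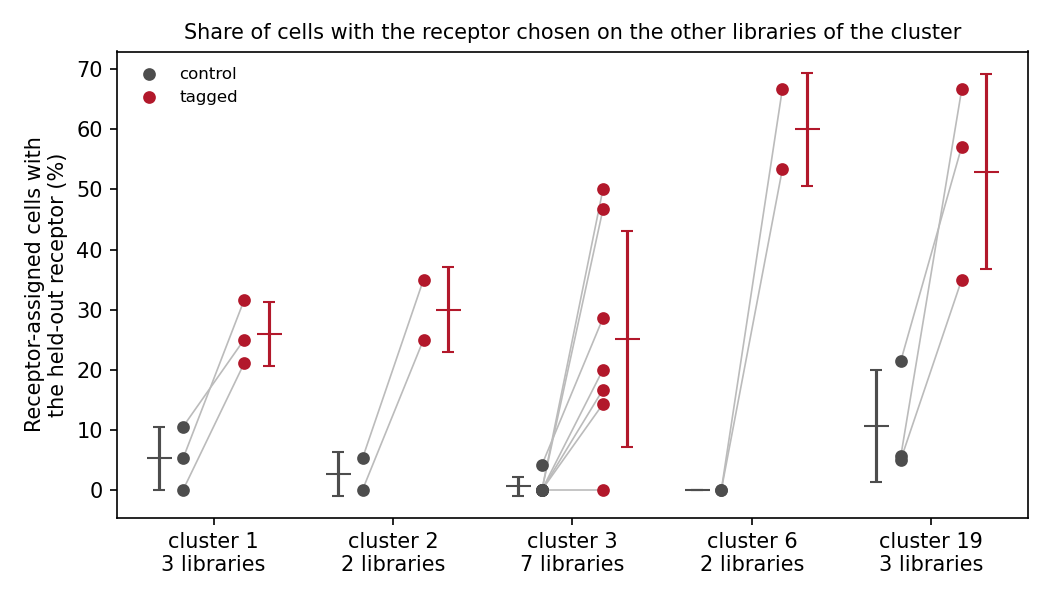
Share of receptor-assigned cells with the receptor most often assigned in tagged cells of the other libraries of the cluster (vertical axis, percent), with 1 point per library and label and a line joining the labels of a library; bars are the mean and SD over libraries, and SD bars that pass below 0 reflect the spread only. Tagged cells lay above control cells in 16 of 17 libraries, and both were at 0 in the other.

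The receptor in question differed from cluster to cluster. In cluster 6 it was Vmn1r237 (chromosome 17, 21311865 to 21314912, plus strand), assigned to 18 of 30 tagged cells, or 60% with an exact interval of 40.6 to 77.3%, and to 0 of 33 control cells, which allows a share of up to 9.09%. In cluster 19 it was Vmn1r58 (chromosome 7, 5401681 to 5413396, minus strand), assigned to 33 of 63 tagged cells, or 52.4% with an interval of 39.4 to 65.1%, and to 5 of 52 control cells, or 9.62% with an interval of 3.20 to 21.0%. At least 3 counts of Vmn1r58 were present in 30 of the 62 control wells of cluster 19, and 0 of the 62 had 20 or more. All 5 control assignments therefore rested on fewer than 20 counts. With a minimum of 10 counts Vmn1r58 was assigned to 25 of 55 tagged cells, or 45.5%. In cluster 3 it was Vmn1r78 (chromosome 7, 12150257 to 12159959, plus strand), assigned to 14 of 46 tagged cells, or 30.4% with an interval of 17.7 to 45.8%, and to 1 of 128 control cells, or 0.781%. Vmn1r88 (chromosome 7, 13159568 to 13185864, plus strand) was assigned to a further 5 of 46 tagged cells of cluster 3, or 10.9%, and to 1 of 128 control cells; it was assigned to none of the 32 tagged cells left at a minimum of 100 counts, and to 2 of 39 (5.13%) without cluster 3 replicate 6. In cluster 2 it was Vmn1r86 (chromosome 7, 13097531 to 13119917, minus strand), assigned to 12 of 40 tagged cells, or 30.0% with an interval of 16.6 to 46.5%, and to 1 of 39 control cells, or 2.56%. In cluster 1 it was Vmn1r89 (chromosome 7, 13213020 to 13220657, plus strand), assigned to 14 of 54 tagged cells, or 25.9% with an interval of 15.0 to 39.7%, and to 3 of 56 control cells, or 5.36%. Vmn1r58 shares 11.3% of its 50-base words with other receptor genes in the annotation, so some of its counts are uncertain; the other 5 genes share under 5%.

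Most assigned cells carried a V1R. The V1R share of assigned cells was 95.2% ± 6.52 (SD, n = 17) in tagged and 89.1% ± 7.04 (SD, n = 17) in control cells. The difference of 6.05 percentage points, higher in tagged cells in 11 libraries and lower in 2, had a permutation p and an adjusted p of 0.0135. It was -1.56, 0.263, 11.3, 2.22 and 7.75 percentage points in clusters 1, 2, 3, 6 and 19, with a permutation p of 0.21 between clusters. With all cells thinned to the same total the mean difference was 4.73 percentage points with a permutation p of 0.0677. At a minimum of 100 counts it was 2.65 with a permutation p of 0.253.

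Summed expression was then compared gene by gene with the edgeR quasi-likelihood test. At an adjusted p under 0.05, 10 genes differed between tagged and control cells in cluster 1, 16 in cluster 2, 27 in cluster 3, 14 in cluster 6 and 14 in cluster 19, out of 11038 tested. All but 3 of these calls were receptor genes, and most had at least 10 counts in no more than 1 library of the cluster, namely 8 of 10 in cluster 1, 13 of 16 in cluster 2, 17 of 27 in cluster 3, 12 of 14 in cluster 6 and 12 of 14 in cluster 19. Exchanging tagged and control sums within libraries gave at least as many genes in 4 of 4 arrangements for cluster 1, in 4 of 4 for cluster 19 and in 15 of 64 for cluster 3, the real one included in each. The number of genes in these 3 clusters therefore did not exceed what exchanged labels gave. For a gene counted in 1 library, however, an exchange turns the sign and can leave the gene called. Most calls were of this kind, so the number could hardly fall and the comparison says little about chance. Clusters 2 and 6, with 2 libraries each, were not exchanged. Without the low count filter, which raised these counts most in 4 of the 5 clusters, they were 285, 483, 136, 107 and 339 in clusters 1, 2, 3, 6 and 19.

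Few genes met the rule of changing the same way in every library. In cluster 3, Vmn1r78 was higher in tagged cells in 7 of 7 libraries, with a log2 fold change of 5.87 ± 0.50 (SE) and an edgeR adjusted p of 8.96e-05. In cluster 3 replicate 4 all 3 tagged wells had fewer than 3 counts of Vmn1r78, so its direction in that library rests on very few counts. Tfap2e (chromosome 4, 126716006 to 126736240) was lower in 7 of 7 libraries, with a log2 fold change of -4.43 ± 0.73 (SE) and an edgeR adjusted p of 0.00726. Its mean was 1.78 CPM ± 4.71 (SD, n = 7) in tagged and 26.1 CPM ± 22.2 (SD, n = 7) in control sums. It was counted in 47 of 673 cells of all clusters, so the size of its fold change is uncertain. Sh3bp4 (chromosome 1, 89070415 to 89155068) was also lower in 7 of 7, with a log2 fold change of -1.21 ± 0.21 (SE) and an edgeR adjusted p of 0.00773; its mean was 24.1 CPM ± 8.95 (SD, n = 7) in tagged and 54.0 CPM ± 8.74 (SD, n = 7) in control sums. In cluster 6, Vmn1r237 was higher in 2 of 2 libraries, at 2261 CPM ± 115 (SD, n = 2) against 12.5 CPM ± 4.91 (SD, n = 2), with an edgeR adjusted p of 0.00258. Vmn2r90 and Vmn1r43 were higher and Vmn1r26 lower in both libraries of that cluster. Tagged levels were 226 CPM ± 316 (SD, n = 2) for Vmn2r90 and 978 CPM ± 1381 (SD, n = 2) for Vmn1r43, so they came mostly from a single library, and without cluster 6 replicate 1 the edgeR adjusted p was 0.897 and 0.935. In cluster 2, Vmn1r232, Vmn2r124 and Tuba1c were higher and Vmn1r229 and Vmn1r220 lower in both libraries; Vmn2r124 averaged 274 CPM with an SD of 385, so its level came mostly from a single library. The same held for Vmn1r220 in control sums, at 698 CPM ± 982 (SD, n = 2), and without cluster 2 replicate 1 its log2 fold change was -4.15 with an edgeR adjusted p of 1. In cluster 1, Vmn1r37 was lower in 3 of 3 libraries, and it shares 41.4% of its 50-base words with other receptor genes, so its counts are uncertain. In cluster 19, Vmn1r34 was lower in 3 of 3, from 485 CPM ± 832 (SD, n = 3) in control sums, and without cluster 19 replicate 2 its log2 fold change was -4.62 with an edgeR adjusted p of 0.831. It shares 10.14% of its 50-base words with other receptor genes. Of the 14 genes named so far by this rule, only Vmn1r78, Vmn1r26 and Vmn1r232 stayed under an edgeR adjusted p of 0.05 whichever library of the cluster was left out. The receptors most often assigned in clusters 1, 2 and 19 did not pass the edgeR threshold, with adjusted p of 0.761 for Vmn1r89, 0.254 for Vmn1r86 and 0.208 for Vmn1r58, although each was higher in every library of its cluster; Vmn1r88 in cluster 3 did not pass either, with an edgeR adjusted p of 0.314.

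Whether the tagged effect differed between clusters was tested directly. The edgeR F test passed 21 genes, all of them receptor genes, and no gene outside the receptor families. DESeq2 passed 0 genes, with 327 under an unadjusted p of 0.05 against 405 by edgeR. Reassigning libraries to clusters gave at least 21 genes in 23 of 60 random draws, the real one included.

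Averaged over the 5 clusters, 424 genes differed between tagged and control cells by edgeR, 396 higher and 28 lower in tagged cells, and 421 were not receptor genes. Random exchanges of the labels within libraries gave as many genes in 1 of 60 draws, which was the real one. The number rested on single libraries, since it was 6 without cluster 2 replicate 1, 10 without cluster 6 replicate 2, 76 without cluster 19 replicate 1, 148 and 156 without cluster 1 replicates 2 and 1, and 282 without cluster 2 replicate 2. It was 0 with plate section as a covariate by edgeR, where 1363 genes had an unadjusted p under 0.05, and 2 without cells rich in supporting-cell genes. DESeq2, which was not run with plate section as a covariate, gave 581 genes in the fit without it. Among the genes named by rule, Gpx2 (chromosome 12, 76792333 to 76795554) was higher in 15 of 17 libraries, with a log2 fold change of 2.23 ± 0.31 (SE) and an edgeR adjusted p of 0.00292. Nr4a3 (chromosome 4, 48045153 to 48086447) was higher in 15 of 17, with a log2 fold change of 2.30 ± 0.38 (SE) and an edgeR adjusted p of 0.00983. Tuba1c, Prr15 and Krt17 were higher in 14, 15 and 14 of 17 libraries. Dclre1c (chromosome 2, 3424131 to 3464130) was lower in 16 of 17, with a log2 fold change of -0.53 ± 0.10 (SE) and an edgeR adjusted p of 0.0133. Kirrel3, Herc3, Lman2l and Thnsl1 were lower in 15, 16, 16 and 15 of 17, by log2 fold changes between -0.63 and -0.32.

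Of the 5 gene lists, 3 passed by fry. The 18 immediate early genes with enough counts had a median log2 fold change of 1.41, with 17 of 18 higher in tagged cells and an adjusted p of 0.00976. Among them Fos was higher in 11 of 17 libraries and Egr1 in 13 of 17. The 9 basal genes had a median of -0.82, with 9 of 9 lower and an adjusted p of 0.0247. The 3 mature genes (Omp, Ano1 and Ano2) had a median of -0.18 and an adjusted p of 0.00976. The 3 apical genes, with a median of -0.15 and an adjusted p of 0.128, and the 4 immature genes, with a median of -0.11 and an adjusted p of 0.197, did not pass. With camera and an estimated correlation no list passed, and the first 3 lists each had an adjusted p of 0.0669. Cells rich in supporting-cell genes decided the immediate early list: without them 14 of the 18 genes had enough counts, the median of these 14 fell from 1.31 to 0.04, and the adjusted p by fry was 0.831. The sustentacular genes Cyp2a5 and Cbr2 were themselves higher in tagged sums, with a median of 1.46 and an unadjusted p by fry of 0.00708. Cd74, the immune gene with enough counts, had a log2 fold change of 1.33 and an unadjusted p by fry of 0.0157. Without cells rich in supporting-cell genes the Cd74 value was 0.27, with an unadjusted p by fry of 0.151. Of the other immune genes Ptprc had 1 count, Tyrobp 2, and C1qa, C1qb and Lyz2 each 0, so the list gave little sign of immune cells. Of the erythrocyte genes, the highest level was 1.95 CPM, for Hbb-bs in tagged cells.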

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

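Tests chosen only after the results they bear on were seen were those of clusters 6 and 19, and of cluster 19 alone, at a minimum of 100 counts, and of libraries with at least 8 tagged cells in the comparisons between clusters. The examination of low counts of the receptor in tagged wells was also chosen afterwards. The other tests of explanations in this section were written down before their results were seen.

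The tagged effect on expression differed between clusters for 21 genes by the edgeR F test, all of them receptor genes. Reassigning the 17 libraries to clusters gave at least as many genes in 23 of 60 draws, the real one included, with 3 to 67 genes in the others, so chance cannot be excluded for this number. For cluster 3, 15 of the 64 exchanges of labels gave at least as many genes, so chance cannot be excluded. An exchange can leave a gene counted in 1 library called with its sign turned, so this number does not speak for chance either. For clusters 1 and 19, 4 of 4 exchanges gave at least as many in each, and 4 arrangements are too few to exclude chance in any case. Labels were not exchanged within clusters 2 and 6, which had 2 libraries each. The mean effect differed, with 1 of 60 draws, the real one, giving as many genes, which argues against chance for that number.

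Receptor concordance, tagged minus control, differed between clusters with a permutation p of 0.0313, or 0.0626 adjusted over the 4 measures compared in this way, so it did not pass the adjustment. The mean difference was 0.318 in cluster 6 and 0.268 in cluster 19, against 0.0479 in cluster 1, 0.0833 in cluster 2 and 0.0592 in cluster 3. A difference in depth is argued against, since the permutation p was 0.0457 with every cell thinned to one total. RNA or barcodes carried over between wells of a library are argued against as the whole cause. The rule written beforehand asked whether the clusters still differed at a minimum of 100 counts, and they did not, with p = 0.85 by permutation, as carry-over predicts. At that minimum the 2 tagged cells left in cluster 3 replicate 1 shared a receptor, and the difference in that library was 0.988. The comparison was not repeated without that library alone. In libraries of at least 8 tagged cells the differences at 100 counts were 0.0987, 0.113, 0.0880, 0.331 and 0.309 in clusters 1, 2, 3, 6 and 19, with a permutation p of 0.153, against 0.0605 in the same libraries at 3 counts. Carry-over would have to lower clusters 6 and 19 at 100 counts by the 0.228 by which they lay above the other clusters, and their difference instead changed by 0.0293 ± 0.0290 (SD, n = 5), rising in 4 of 5 libraries. Of the tagged wells of cluster 6 with fewer than 20 counts of the receptor of the cluster, 1 of 20 had 3 or more. In cluster 19 this was 30 of 43, but no tagged well had 20 to 99 counts and 26 of 69 had 100 or more, so low counts and counts above the minimum of 100 were apart. At least 3 counts were also present in 2 of 46 control wells of cluster 6 and in 30 of 62 of cluster 19 (48.4%); where the low counts in cluster 19 came from was not tested, and Vmn1r58 shares 11.3% of its 50-base words with other receptor genes. In cluster 19 alone, tagged cells stayed above control cells at 100 counts in all 3 libraries, with a mean difference of 0.309. In the libraries of at least 8 tagged cells the held-out receptor share differed between clusters with an unadjusted permutation p of 0.0478 at 3 counts and 0.0425 at 100, and the V1R share with 0.0156 and 0.0158, while in all libraries at 3 counts these were 0.0604 and 0.21, and at 100 counts 0.404 and 0.333. A difference between the physiological types in how many receptors they contain stays open and was not tested apart from these comparisons.

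The log2 difference in total count per cell between tagged and control cells also differed between clusters, with a permutation p of 0.0142, or 0.0568 adjusted, which did not pass. It was 0.35 in cluster 1, 0.38 in cluster 2, 0.19 in cluster 3, -0.08 in cluster 6 and 0.14 in cluster 19. No explanation of this difference was tested, technical or biological.

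In cluster 3, 2 values of single libraries lay far from those of the other 6. Over the 12 measures examined in this way, 0.6 such values are expected by chance. The basal list in cluster 3 replicate 4 had a log2 difference of -3.39, against -0.83 to 0 in the other libraries. That library had 3 tagged cells. Of the basal genes, Gnao1 was counted in 150 and B2m in 656 of 673 cells. The share of cells rich in supporting-cell genes in cluster 3 replicate 1 was 60.2 percentage points higher in tagged than in control cells, against -16.8 to 7.95 in the others. That library had 4 tagged cells. No biological explanation was tested for either value.

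Of the 143 wells listed as neither tagged nor control, 16 held 1000 or more counts, with a median of 4442 and a maximum of 9969, in 9 libraries. The other 127 had a median of 37 counts. RNA or barcodes carried over between wells would leave few of the 16 wells with a clear receptor, whereas wells with a cell would mostly have one. A receptor was assigned in 7 of the 16, or 43.75%, against 80.4% of listed cells, so carry-over and cells of low yield cannot be told apart with 16 wells. Of the 16, 14 were rich in supporting-cell genes, against 143 of 673 listed cells. Of the rich listed cells 83 of 143 had an assigned receptor, and of the rich control cells 28 of 67. The share in all listed cells is therefore not what wells with a rich cell would give, so the test cannot separate the readings. Whether the 16 wells held supporting cells was not tested. No biological explanation was tested, since the design gives these wells no group.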

How the results depend on the processing

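Alternatives added after the data were seen were receptor-assigned cells only, cells rich in supporting-cell genes left out, genes counted in at least 17 sums, a receptor minimum of 100 counts, also without cluster 3 replicate 1, plate section in the list tests and weighted library pairs; all others were set before the data were examined.

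Receptor concordance within a library kept its direction and its side of the threshold under all 8 alternatives and with each of the 17 libraries left out, between 0.103 and 0.216; the highest value, at 100 counts, was 0.164 without cluster 3 replicate 1. The held-out share did so too, between 27.7 and 41.3 percentage points, as did concordance between libraries, between 0.0805 and 0.151 under its 8 alternatives and each library left out. The V1R share kept its direction throughout but passed the threshold neither in thinned cells (4.73 percentage points, permutation p 0.0677) nor at 100 counts (2.65, permutation p 0.253). The total count per cell was lost only without cells rich in supporting-cell genes (0.084, permutation p 0.107); the cause of these losses was not tested further.

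Counts of genes past the threshold were unstable. Where the model had no replicate block, so that tagged and control sums of a library were not paired, edgeR called 0 genes in clusters 1, 2, 3, 6 and 19, 127 in the mean effect and 0 in the test between clusters, with 386, 782, 521, 311, 552, 1451 and 245 genes under an unadjusted p of 0.05. The basal list was also lost without the block (-0.58, adjusted p 0.382), and it changed no other call of a list. With no low count filter edgeR called 285, 483, 136, 107, 339, 839 and 410 genes in the same order, out of 24283 tested. DESeq2 called 0 genes in clusters 2, 6 and 19 and in the test between clusters, with 942, 311, 525 and 327 under an unadjusted p of 0.05, and 4 in cluster 3. In cluster 1 DESeq2 called 14 genes, 1 of them shared with edgeR, but gave no adjusted p for 10272 of 11038 genes. Genes counted in at least 17 sums, a rule that removes receptors seen in few libraries, gave 1, 0, 3, 0 and 0 genes by edgeR in clusters 1, 2, 3, 6 and 19 and 0 in the test between clusters, with 588, 1141, 611, 450, 728 and 412 at an unadjusted p under 0.05. Fits on the libraries of 1 cluster gave 6, 615, 1, 9 and 28. Thinned cells gave 6 in cluster 1 and 266 in the mean effect. Libraries with at least 8 tagged cells gave 35 in cluster 2 and 24 in cluster 19. Tagged sums alone gave 13 in the test between clusters. Without cells rich in supporting-cell genes there were 16, 53, 27 and 23 genes in clusters 1, 3, 6 and 19, 38 in the test between clusters and 2 in the mean effect. The mean effect had 2 genes in receptor-assigned cells, and 0 with plate section as a covariate by edgeR, with 1363 at an unadjusted p under 0.05. Beyond fewer genes or cells tested, the cause was not tested.

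With each library left out, calls ranged from 3 to 10 in cluster 1 (3 without replicate 1), from 7 to 15 in cluster 2 (7 without replicate 2), from 21 to 35 in cluster 3, from 7 to 9 in cluster 6 (9 without replicate 1 and 7 without replicate 2), from 5 to 14 in cluster 19 (5 without replicate 1), and from 16 to 25 in the test between clusters. Where a cluster was left with 1 library, that library was assumed to vary like the others. In the mean effect they ranged from 6 to 546: 6 without cluster 2 replicate 1, 10 without cluster 6 replicate 2, 76 without cluster 19 replicate 1, 148 and 156 without cluster 1 replicates 2 and 1, and 282 without cluster 2 replicate 2.

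With camera, the immediate early (1.41), basal (-0.82) and mature (-0.18) lists each had an adjusted p of 0.0669. Without cells rich in supporting-cell genes they were also lost (0.043, over 14 genes, with adjusted p 0.831, -0.52 with 0.439, -0.018 with 0.688), with plate section the basal (-0.76, 0.0515) and mature (-0.18, 0.132) lists, and in thinned cells the basal list (-0.46, 0.150). With each library left out, the immediate early list ranged from 1.18 to 1.61 (adjusted p 0.0536 without cluster 2 replicate 1 and 0.0517 without cluster 6 replicate 2), and the basal list from -1.05 to -0.39, lost without cluster 1 replicate 1 and either library of clusters 2 and 6, with adjusted p up to 0.443. The mature list ranged from -0.21 to -0.14, lost without either library of cluster 2 and without cluster 6 replicate 2, with adjusted p up to 0.0771. The apical list ranged from -0.212 to -0.093 and passed without cluster 6 replicate 1 (adjusted p 0.0463). The immature list passed under none. Where cluster 2 or cluster 6 was left with 1 library, the low count filter kept more genes. The mature list then had 4 genes in place of 3, and the immediate early list 19 or 20 in place of 18. Those fits therefore tested other genes as well as other libraries.

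Fold changes of named genes never changed sign. Of 315 values under other settings 236 stayed on their side of the threshold, 67 lost it and 12 gained it; with libraries left out these numbers were 194, 35 and 1 of 230. Of 36 shares of named receptors under other settings, 1 left its interval, that of Vmn1r88 at 100 counts (0%); all 24 with a library left out stayed within theirs. Clusters with 2 or 3 libraries, and tagged sums of 3 to 5 cells in 3 libraries of cluster 3, limit what could be seen.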

Other observations

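Tests chosen only after the results they bear on were seen were those of plate section and of cells with no receptor for the immediate early list, of thinned depth for the mean effect, of carry-over within the tagged plate section and in cluster 19, of the share of rich cells with each library left out, of wells with 2 cells, and the median fold changes of the 396 genes under each alternative. The 1000 CPM limit for cells rich in supporting-cell genes was also set after the data were seen, and 48 of 673 cells lay near it.

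The 396 genes higher in tagged cells in the mean effect and the immediate early list were examined against 4 technical explanations. Supporting-cell RNA in the tagged sums is a candidate explanation that came through its test. Cells rich in the sustentacular genes Cyp2a5 and Cbr2 made up 28.2% ± 18.5 (SD, n = 17) of tagged and 16.4% ± 11.8 (SD, n = 17) of control cells per library, higher in tagged cells in 11 and lower in 5 of 17 libraries, with a permutation p of 0.038. In receptor-assigned cells alone the shares were 23.1% and 8.69%, higher in tagged cells in 12 of 17 libraries, with a permutation p of 0.0134. Libraries were not left out in turn for that comparison. The difference in share over all cells is uncertain. With each library left out p ranged from 0.019 to 0.0757 by permutation and passed 0.05 in 10 of 17; it did not pass without cluster 3 replicate 1 (8.80 percentage points, p = 0.0757), cluster 2 replicates 1 (0.0746) and 2 (0.0735), cluster 19 replicates 1 (0.0711) and 2 (0.0544), cluster 1 replicate 2 (0.0687) or cluster 6 replicate 2 (0.052). Without the rich cells, 2 of the 424 genes of the mean effect were still called. Of the 396 higher genes, 184 still had enough counts. Over these 184 the median log2 fold change fell from 0.92 to 0.14, and the median SE was 0.22 before and 0.20 after. Their loss therefore went with smaller fold changes and not with a larger SE. The other 212 were not tested without these cells. The adjusted p of the immediate early list, over the 14 of its 18 genes with enough counts, rose to 0.831. The sustentacular list had 4 genes, of which 2 had enough counts, and Cbr2 was counted in 645 of 673 cells, so it was not restricted to the cells called rich.

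Immediate early RNA went with these cells whatever their label. In control cells alone, its median CPM was 11566 in cells rich in supporting-cell genes and 857 in the others, a log2 difference per library of 3.61 ± 0.74 (SD, n = 14), higher in 14 of 14 libraries, with a permutation p of 0.00021. Between labels it did not differ, with a log2 difference, tagged minus control, of -0.09 and a permutation p of 0.742 within rich cells and of -0.05 and a permutation p of 0.704 within the others. These values are consistent with a larger share of such cells among tagged cells, rather than a response of the tagged neurons, behind the immediate early list, though that share was itself uncertain. This was found and tested on the same cells and is a hypothesis; whether such wells held a supporting cell, a neuron with attached material or a stressed neuron was not tested.

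The other 3 explanations fared differently. A difference in depth as the whole cause is argued against, since 234 of the 424 genes were still called with every cell thinned to one total. Plate section was to be excluded or not by the number of genes still called with it in the model. That number was 0, which by the rule written beforehand went with plate section as the cause. With it in the model, however, 392 of the 396 genes had a value, and all 392 stayed positive. Their median log2 fold change was 1.46, against 1.47 without it, while the median SE rose from 0.34 to 0.43. A section effect as the whole cause would bring these fold changes toward 0, so the values argue against it for these genes. A section effect on part of the count stays open. For cells with no assigned receptor the number was 2, which likewise went with them as the cause. In receptor-assigned cells alone 376 of the 396 genes had a value, and all 376 stayed positive. Their median log2 fold change was 1.44, against 1.45 in all cells, while the median SE rose from 0.34 to 0.44. These values argue against cells with no receptor as the whole cause for these genes, and a part played by such cells stays open. The immediate early list, fixed before the data were examined, was then used as another test. Its adjusted p was 0.0254 with plate section in the model and 0.0364 in receptor-assigned cells alone, which argues against either as its whole cause.

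Concordance of receptors within a library may reflect the types themselves, and depth and carry-over were argued against. With every cell thinned to one total the difference between tagged and control cells was 0.135, so depth was not its cause. Carry-over between all wells of a library would put the receptor of the cluster into most control wells, and 41 of 393 control wells (10.43%) had at least 3 counts of it, or 3.32% outside cluster 19. In 13 of 17 libraries, however, no control well lay in the plate section of the tagged wells, so control wells say little about carry-over within that section, which was examined in the tagged wells themselves. Outside cluster 19, 61 of 211 tagged wells had 100 or more counts of the receptor and 5 had 20 to 99, and of the 145 with fewer than 20, 8 (5.52%) had 3 or more, where carry-over among these wells would give most of them some. In cluster 19 low counts were common, in 30 of the 43 tagged wells with fewer than 20 (69.8%) as in most control wells of replicate 3 (14 of 17) and replicate 2 (12 of 23). No tagged well of cluster 19 had 20 to 99 counts and 26 of 69 had 100 or more, and at a minimum of 100 counts a difference of 0.309 was left, which argues against carry-over as the whole cause there. Transfer of 100 or more counts into single wells was not tested. That the physiological types differ in their receptors stays as a hypothesis. The higher V1R share of tagged cells is less secure. By the rule written beforehand depth went with it as the cause, since the permutation p was 0.0677 in thinned cells; the difference of 4.73 percentage points was within the spread of the first value, so depth and lost precision cannot be told apart.

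In 71 cells a second receptor gene had 20 or more counts, in 41 of 280 tagged cells (14.6%) and 30 of 393 control cells (7.63%). Reads shared between paralogs were examined for the pairs seen more than once. There were 4 such pairs among 61, and the highest share of 50-base words in common among them was 2.58%. Words were counted over whole annotated transcripts, while reads lie at 3' ends, so a low share does not exclude shared reads. Vmn1r85 with Vmn1r86 and Vmn1r32 with Vmn1r90 shared 0% of their words. For those pairs this argues against exactly shared reads of 50 bases or more within the annotation. The 4 pairs were picked out after their values were seen. Vmn1r5 and Vmn1r6, neighbours on chromosome 6, were found together in 6 cells of 5 libraries, and Vmn1r85 and Vmn1r86, neighbours on chromosome 7, in 4 cells. Wells with 2 cells stay open. Cells with 2 receptors had higher totals than cells with 1, by a log2 difference of 0.69 ± 0.38 (SD, n = 17), higher in 15 of 17 libraries, with a permutation p of 8e-05. That comparison covered repeated and single pairs together, and asking for 20 counts of a second receptor itself favours cells of high total, so wells with 2 cells and higher depth cannot be told apart. Cells that express 2 neighbouring receptors stay open for the pairs of neighbours named above and were not tested.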
